A study of Homo sapiens and Mus musculus with 81 samples.

How the data were processed

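The series held 81 samples, and the 48 RNA libraries with a transcript table each were used. The other 33 samples were chromatin immunoprecipitation samples with their inputs and were not analysed here. Of these, 30 human libraries came from KARPAS-422, a line of diffuse large B-cell lymphoma cells, and 18 libraries came from mouse organs. Per the labels, RNA was enriched for polyadenylated molecules and made into libraries with an NEB Ultra II kit. The deposited tables gave, per the file headers, the length, the effective length, the estimated count and the TPM of each transcript, with a separate table per library and no pooling of replicates. The estimated counts were deposited as non-integer values, were not scaled by depth or length, and summed to a different total in each library. The deposited TPM values were the estimated counts divided by effective length and scaled to a fixed total per library, as the values themselves showed. The headers and labels name no quantification tool, version, index, annotation release or genome build, so no coordinates are given.

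The tables of each human library listed 227912 transcripts and those of each mouse library 142552, by versioned Ensembl transcript identifiers. Of these, 0 human and 0 mouse identifiers matched the 2 tables of gene names at hand, so the transcripts could not be joined into genes. The design, fixed before the data were examined, had planned sums per gene. Every test was therefore run per transcript on rounded estimated counts, which changed a library's total by at most 0.0097%. Splitting reads among the isoforms of a gene is uncertain, the tables carry no estimate of that uncertainty, and transcripts with the same sequence cannot be separated. The 161 human transcripts listed as copies on the Y chromosome are an example of the last kind. A called transcript can therefore reflect a change of isoform or of read assignment as well as a change of its gene. Planned results for a cell-death and cell-cycle-arrest list, a BCL6-repressed list and a MYC-target list need gene names and were not run. A check of the mouse tissues by marker genes was not run for the same reason.

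Samples were grouped by their titles. For Neg1 at 1 h replicate 1 the title gives Neg1 and the treatment field gives TCIP1, and the title was used. For the 9 mouse vehicle libraries the tissue given by the title differs from the letters in the name of the deposited table, and the title was used. The 24 libraries of the 1, 2 and 4 h experiment were fitted together with 1 mean per group, and the 6 libraries of the 20 h experiment, which have their own DMSO group, were fitted apart. Counts were filtered with filterByExpr of edgeR at a minimum count of 10 and a minimum total of 15, scaled with TMM factors, and tested with edgeR's quasi-likelihood F test on a trended dispersion. This left 69993 transcripts in the first fit and 91399 in the second. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and a transcript with an adjusted p under 0.05 is said to be called. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. Fold changes against a group with every library at or under 3 counts are given as lower bounds, computed against 3 counts.

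A transcript counted as specific to TCIP1 at a time point when it was called in the same direction against DMSO, Neg1 and Neg2 at that time. Contrasts that share libraries are correlated by chance, so 10 simulations of negative binomial counts, drawn from group means and the fitted dispersions, give the chance level. For correlations all groups were given the DMSO means. For specific transcripts the design had asked for an unchanged TCIP1 group. This was run with the analogues keeping their means, added after a first run with all groups at the DMSO means. For transcripts followed from 4 h only TCIP1 at 4 h kept its own means, and for overlap between doses only 10 nM did. The mouse contrasts within spleen, liver and lung were to be fitted only after the marker check and were not fitted, and no library was moved to another group. In their place stands the planned contrast averaged over tissues: for each mouse number the log2 CPM (counts relative to library size, TMM factors, prior count 2) of its 3 libraries were averaged, and 3 TCIP1 numbers were compared with 3 vehicle numbers by limma with a mean-variance trend. That average does not depend on which vehicle library carries which tissue title, as long as each number has 1 library of each tissue.

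The rule for transcripts named in the text was fixed before the data were examined. It took the largest absolute log2 fold changes among transcripts called, with a mean of at least 1 log2 CPM over the fit and with values of both groups that do not overlap. Because no name table matched, it was limited to 2 transcripts that rose and 2 that fell, in the contrast of TCIP1 with DMSO at 4 h. Genes that the rule named whatever their result could not be reported.

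The fits were tested on simulated data before use. Counts were drawn from the means and library sizes of the data with 200 transcripts changed 2-fold or 4-fold. These 200 were picked among transcripts with a mean count of at least 50, so the shares recovered do not cover rarer ones. In the 1, 2 and 4 h fit, with 63751 transcripts tested, 60.5% of the changed transcripts were recovered for 3 against 3 libraries, and 99.0% of those changed 4-fold. For 2 against 3 libraries, with 63718 tested, the shares were 53.5% and 84.8%. In the 20 h fit, with 85243 tested, they were 49.0% and 84.6%, and in the mouse averages, with 51827 tested, 93.0% and 100%. Unchanged transcripts made up 3.2%, 7.0%, 3.9% and 1.6% of the calls in these 4 runs. The simulated dispersion of 0.05 plus 2 divided by the mean count was below that of the data, so these shares describe the method and not the power in these libraries.

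Alternatives fixed beforehand were size factors by DESeq2's median of ratios in the same edgeR fit, no filter beyond 1 count, the DESeq2 Wald test, a fit of only the 2 groups compared, the replicate number as a block, counts scaled from TPM and length, and leaving out each library in turn. The mouse average was also run with a prior count of 0.5 and as an edgeR test on counts summed per mouse number. Offsets that remove each library's trend on transcript length were added after the data were seen. Where a group was left with 1 library, no call was made. Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, data.table (version 1.17.8), Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.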

Results

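The RNA libraries addressed how transcript levels change after treatment with TCIP1, a bivalent small molecule. Neg1 and Neg2 are analogues taken here to be its negative controls, and which binding each of them loses is not stated in the labels. KARPAS-422 cells, a human diffuse large B-cell lymphoma line, were treated in 2 experiments. In the first, cells received 10 nM TCIP1 for 1, 2 or 4 h (n = 3 libraries each), 10 nM Neg1 or Neg2 for 1, 2 or 4 h (n = 2 each), or DMSO for 4 h (n = 3), 24 libraries in all. In the second, cells received DMSO, 10 nM TCIP1 or 100 nM TCIP1 for 20 h (n = 2 each). Male C57BL/6 mice received 10 mg/kg TCIP1 daily for 5 days or vehicle, and libraries titled spleen, liver and lung were made from 3 mice per arm (18 libraries).

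The human libraries held 15103225 to 91936902 estimated counts and the mouse libraries 9716644 to 21312626. Within the 24-library experiment the range was 15103225 to 24364412. Between 79041 and 98036 transcripts had at least 1 count in these libraries. At 20 h, DMSO and 10 nM libraries had 103018 to 112870 transcripts detected, whereas the 100 nM libraries had 78999 in replicate 1 and 108467 in replicate 2, with 41374848 and 38456360 estimated counts. Replicates of one group differed by far more than counting noise, with a chi-square per degree of freedom from 8.81 to 71.9, and the highest value came from the 100 nM pair. Replicate correlations of log2 CPM across transcripts were 0.849 to 0.891 in the 24-library experiment, 0.882 for DMSO at 20 h, 0.839 for 10 nM and 0.723 for 100 nM. The coefficient of biological variation was 0.669 in the 24-library fit and 0.843 in the 20 h fit.

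To follow the response to TCIP1 over time, each time point was compared with DMSO at 4 h, the only DMSO group of this experiment, so that time in culture differed from the control at 1 and 2 h. Of 69993 transcripts tested, 26 were called at 1 h, 21 higher and 5 lower with TCIP1. At 2 h 377 were called, 162 higher and 215 lower. At 4 h 2608 were called, 1096 higher and 1512 lower, and of these 514 rose and 667 fell at least 2-fold. The median absolute log2 fold change of the 4 h calls was 0.93. Library values of both groups did not overlap for 2600 of the 2608. Chance gives 10% for 3 against 3 libraries, but only for transcripts not chosen by the same libraries, so the share adds no independent support. At an unadjusted p under 0.05 the numbers were 3624, 5908 and 9982. The test used moved these counts most: fits of only the 2 groups compared gave 0, 4 and 161 calls, and the DESeq2 Wald test gave 354, 1608 and 5212. Single libraries mattered too: without DMSO replicate 1 the counts at 1 and 2 h were 9 and 168, leaving out any 1 library gave at most 236 at 2 h, and the count at 4 h was 1694 without DMSO replicate 3 and 1721 without replicate 2. With length trends removed, 63.6% of the 1 h calls were higher, against 80.8%. With the DESeq2 Wald test 48.3% were, and every other alternative with calls at 1 h kept a majority of higher ones. The majority direction was not fixed either: 57.3% of the 2 h calls were higher without a filter and 65.8% of the 4 h calls in the fit of only the 2 groups, against 43% and 42%.

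**Figure D1:**
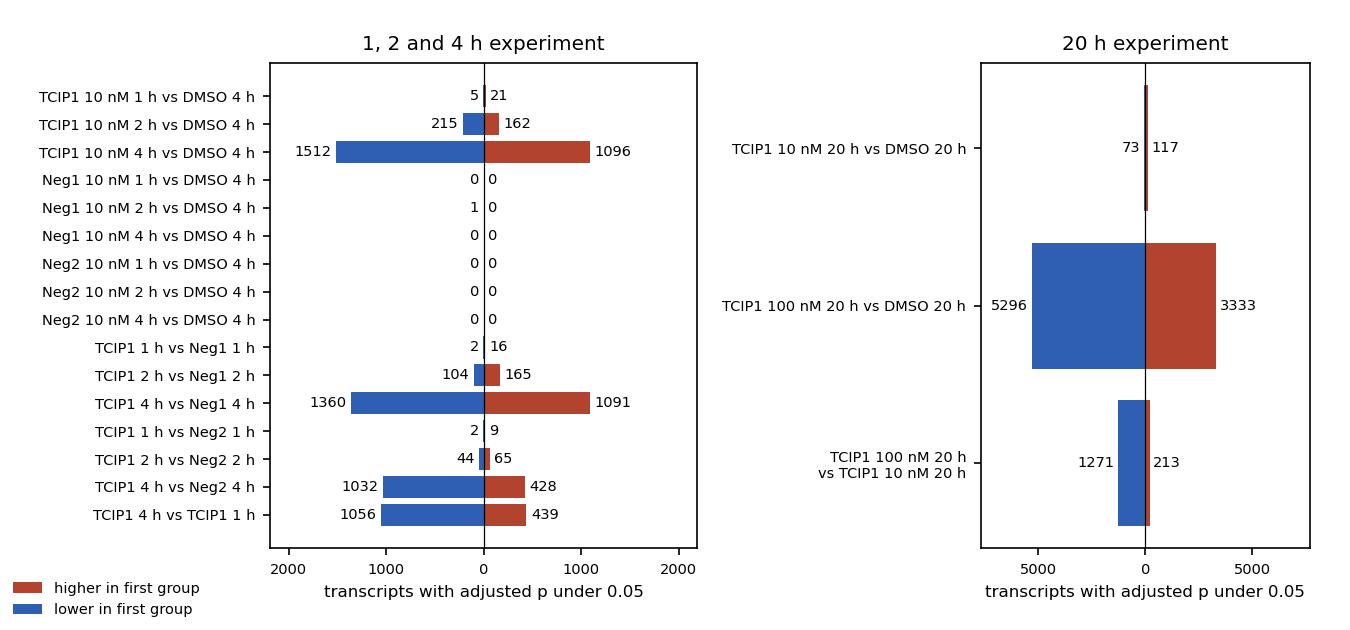
Number of transcripts with an adjusted p under 0.05 in each contrast, as bars to the right for transcripts higher in the first group and to the left for lower ones, on separate scales for the 1, 2 and 4 h experiment (69993 transcripts tested) and the 20 h experiment (91399 tested). TCIP1 at 4 h had 1096 higher and 1512 lower transcripts against DMSO, and the 6 contrasts of Neg1 and Neg2 with DMSO had 1 call in all.

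Of the transcripts called at 4 h, 2351 met the further conditions for being named, 960 higher and 1391 lower, and the 2 with the largest change in each direction are given by identifier. Estimated counts relative to library size (CPM) of ENST00000511482.1 were 0.294 ± 0.322 in DMSO and 9.06 ± 0.456 with TCIP1 at 4 h (mean ± SD, n = 3 each), a log2 fold change of 4.96 ± 0.83 (SE) with an adjusted p of 0.00214 by edgeR. It was not called against Neg1 at 4 h (log2 fold change 2.74, edgeR adjusted p 0.107), so it does not count as specific to TCIP1. Those of ENST00000539813.1 rose from 6.98 ± 0.177 to 199 ± 143, a log2 fold change of 4.88 ± 0.43 with an adjusted p of 5.955e-06 by edgeR. This transcript was already called at 1 h (log2 fold change 2.88, edgeR adjusted p 0.0129) and at 2 h (3.43, edgeR adjusted p 0.000528). ENST00000478129.5 fell from 5.60 ± 1.57 to 0 in all 3 libraries, at least 36.5-fold lower, with an adjusted p of 2.253e-05 by edgeR. ENST00000423156.2 was at 5.40 ± 0.723 in DMSO, 0.730 ± 0.576 with TCIP1 at 2 h and 0 at 4 h, at least 35.2-fold lower, with an adjusted p of 3.636e-06 by edgeR. Over 13 alternatives each, none of the 4 changed direction, and the highest adjusted p was 0.0395 except for ENST00000511482.1, which reached 0.0814 in the fit of only the 2 groups compared. These are levels of single isoforms, which depend on how reads were divided among the transcripts of a gene.

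At 20 h the 4 transcripts were followed in the other experiment. ENST00000511482.1 was at 0 counts in both DMSO libraries and at 5.33 ± 1.34 and 8.16 ± 1.49 CPM with 10 and 100 nM TCIP1 (n = 2 each), at least 65.1-fold and 99.8-fold higher, with edgeR adjusted p of 0.0505 and 0.00795. ENST00000423156.2 was at least 118-fold and 72.6-fold lower than DMSO with 10 and 100 nM (edgeR adjusted p 0.0849 and 0.0268). Its rounded counts were 0 in every library of both doses, so these bounds differ only by library size. ENST00000539813.1 was higher with 10 nM by a log2 fold change of 5.05 ± 1.02 that did not pass the threshold (edgeR adjusted p 0.129), and with 100 nM by 2.21 ± 0.90 (edgeR adjusted p 0.205), a smaller change at the higher dose (difference -2.85, edgeR adjusted p 0.246). ENST00000478129.5 showed no difference from DMSO at 20 h, with log2 fold changes of -0.14 ± 0.49 and 0.11 ± 0.49.

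**Figure D2:**
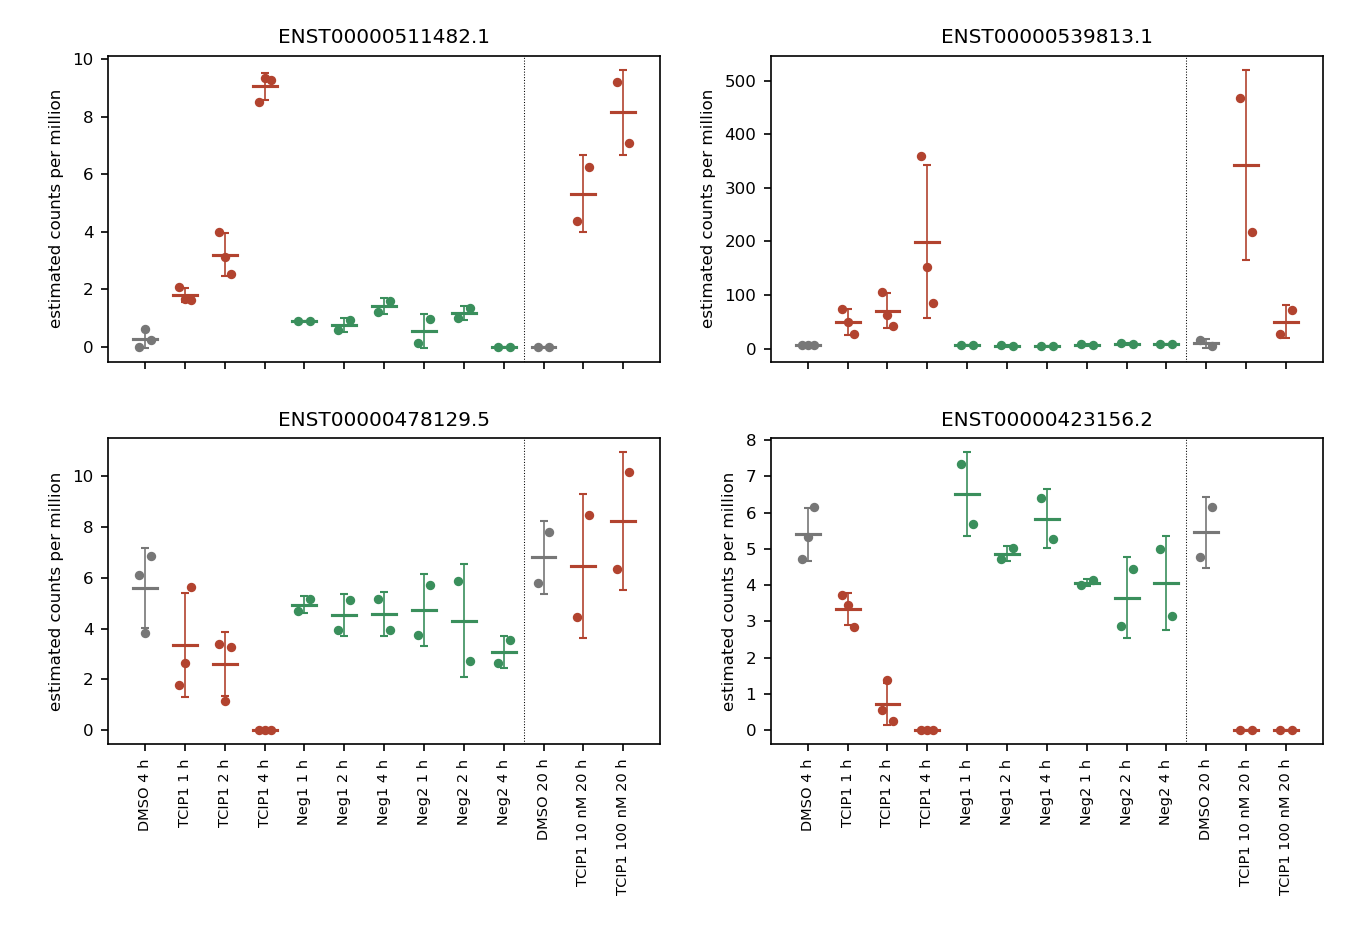
Estimated CPM (vertical axis) of the 4 named transcripts in each human library, with points for libraries, horizontal bars for group means and error bars for SD (n = 3 or 2), TCIP1 in red, Neg1 and Neg2 in green, and DMSO in grey. The dotted line separates the 1, 2 and 4 h groups from the 20 h groups, and ENST00000478129.5 was at 0 with TCIP1 at 4 h but not at 20 h.

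The analogues were compared with the same DMSO libraries to ask whether either of them changes transcript levels. Neg1 had 0 calls at 1 h, 1 at 2 h and 0 at 4 h, and Neg2 had 0 at each time point. At an unadjusted p under 0.05 there were 4108, 2677 and 3123 transcripts for Neg1 and 2953, 2275 and 2920 for Neg2. The 1 called transcript is 669 bases long and had 0 to 1 counts in Neg1 at 2 h against 73 to 116 in DMSO (edgeR adjusted p 0.00202). It falls outside the rule for named transcripts and is mentioned only because it is the single call. These low numbers depended on the processing: without a filter there were 38, 13 and 25 calls for Neg1, and the DESeq2 Wald test called 385, 92 and 114 transcripts for Neg1 and 114, 77 and 148 for Neg2. With the replicate number as a block, Neg1 had 926, 115 and 165 calls and Neg2 63, 0 and 5. Replicate numbers were, however, not taken to pair the samples. Without DMSO replicate 3, Neg1 at 1 h had 22 calls.

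The transcripts called with TCIP1 at 4 h were then followed in every group. Because the same DMSO libraries selected them, unchanged groups also lean in the direction of the call, and simulations give that lean. Of the 1096 higher transcripts, 91.4% were above DMSO with TCIP1 at 1 h (median log2 fold change 0.29) and 99.3% at 2 h (0.54), where simulated unchanged groups gave 65.6% to 68.7% and 65.0% to 68.4%. The median at 4 h was 0.94. With Neg1 the shares were 52.6%, 52.4% and 54.7% at 1, 2 and 4 h, below the simulated 61.9% to 65.8%. With Neg2 they were 66.1%, 75.2% and 83.6%, with medians of 0.10, 0.16 and 0.22, and the simulated ranges were 60.7% to 66.1%, 60.9% to 64.9% and 61.1% to 65.0%. Of the 1512 lower transcripts, 74.2% and 95.4% were below DMSO with TCIP1 at 1 and 2 h (simulated 63.8% to 68.0% and 63.1% to 66.5%). With Neg2 44.7%, 70.3% and 64.0% were (simulated 62.7% to 66.0%, 63.0% to 65.9% and 62.0% to 66.2%). Over all 69993 transcripts the correlation of log2 fold changes between TCIP1 at 2 and 4 h was 0.54 (simulated 0.49 to 0.52) and between 1 and 4 h 0.47 (simulated 0.49 to 0.51). Between TCIP1 at 4 h and Neg2 at 1, 2 and 4 h this correlation was 0.35, 0.40 and 0.38 (simulated 0.42 to 0.44). With Neg1 it was 0.35, 0.36 and 0.34 (simulated 0.42 to 0.45). The correlation between TCIP1 at 1 and 4 h also fell below its simulated range, although most 4 h calls leaned the same way at 1 h. These correlations therefore cannot decide whether either analogue leaned along TCIP1. Transcripts are not independent replicates.

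**Figure D3:**
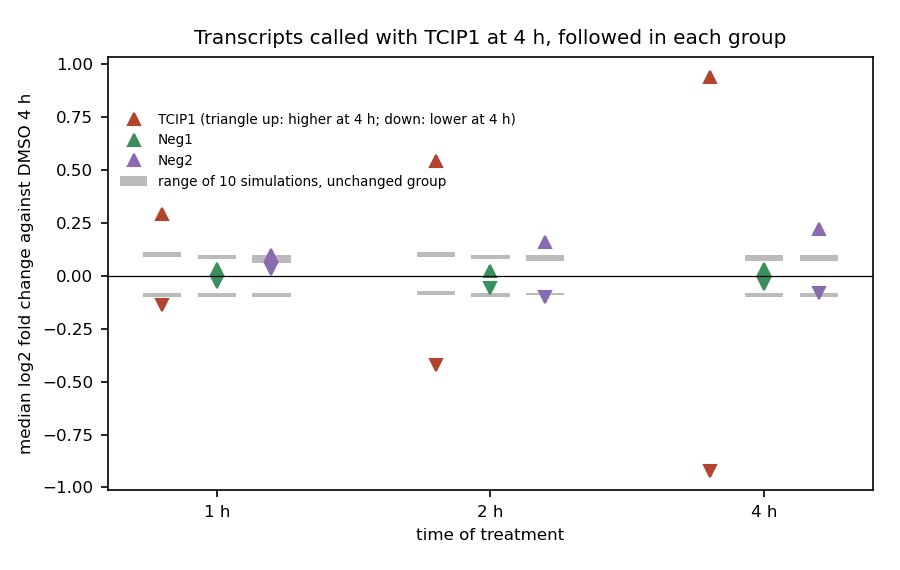
Median log2 fold change against DMSO at 4 h (vertical axis) of the transcripts called with TCIP1 at 4 h, by time of treatment, for TCIP1, Neg1 and Neg2, with upward triangles for the 1096 higher and downward triangles for the 1512 lower transcripts. Grey bars span 10 simulations of an unchanged group, and the medians of the higher transcripts rose from 0.29 at 1 h to 0.94 at 4 h with TCIP1 and from 0.10 to 0.22 with Neg2.

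TCIP1 was compared directly with each analogue at the same time point, to ask what TCIP1 changes beyond them. Other differences between libraries stay in these contrasts. At 1 h the log2 fold changes against Neg1 had a Spearman correlation of 0.28 with transcript length, the largest of the 6 contrasts. Against Neg1, 18 transcripts were called at 1 h (16 higher, 2 lower), 269 at 2 h (165 higher, 104 lower) and 2451 at 4 h (1091 higher, 1360 lower). Against Neg2, 11 were called at 1 h (9 higher, 2 lower), 109 at 2 h (65 higher, 44 lower) and 1460 at 4 h (428 higher, 1032 lower). Fits of only the 2 groups compared gave 0 calls in all 6 of these contrasts (at least 1809 transcripts at an unadjusted p under 0.05), and the DESeq2 Wald test gave 5197 and 3656 at 4 h. Without TCIP1 2 h replicate 1 the counts at 2 h were 143 against Neg1 and 52 against Neg2, and without TCIP1 1 h replicate 3 the 18 at 1 h became 11. Without TCIP1 1 h replicate 2 the 11 calls against Neg2 became 0 (2940 at an unadjusted p under 0.05). Removing length trends changed the share of higher calls against Neg1 from 88.9% to 56.8% at 1 h and from 61.3% to 50% at 2 h. Against Neg2 at 2 h it changed the share from 59.6% to 51.8%. There the DESeq2 Wald test gave 48.2% and the fit without a filter 64.7%.

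Called in the same direction against DMSO, Neg1 and Neg2 were 4 transcripts at 1 h (3 higher, 1 lower), 89 at 2 h (54 higher, 35 lower) and 1032 at 4 h (320 higher, 712 lower). These were 15.4%, 23.6% and 39.6% of the calls against DMSO. In 10 simulations with TCIP1 unchanged and the means of the analogues kept, the highest number was 0 at each time point. An unchanged group has almost no calls against DMSO, so this sets no chance level for the overlap among real calls. Of the 89 transcripts at 2 h, 53 higher and 29 lower ones were in the 4 h set as well, and 0 had the opposite direction there. The DESeq2 Wald test gave 81, 436 and 2263, whereas fits of only the 2 groups compared, with 0 calls against either analogue, leave 0 at each time point. Without TCIP1 1 h replicate 2 the 4 became 0, and without TCIP1 2 h replicate 1 the 89 became 44. The transcripts at 1 h are not named because the rule covers the 4 h contrast.

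Between 1 h and 4 h of TCIP1, 1495 transcripts were called, 439 higher and 1056 lower at 4 h. Over the same interval Neg1 and Neg2 had 0 calls each, with 2079 and 2022 transcripts at an unadjusted p under 0.05. A test of the TCIP1 change beyond the mean change of both analogues called 156 transcripts, 35 higher and 121 lower, and 153 of these were among the 1495. Fits of only the 2 groups compared gave 0 calls, and the count was 851 without TCIP1 1 h replicate 3 and 890 without replicate 2.

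At 20 h, 2 doses were compared with DMSO and with each other. With 10 nM, 190 of 91399 transcripts were called, 117 higher and 73 lower, and 13400 had an unadjusted p under 0.05. With 100 nM, 8629 were called, 3333 higher and 5296 lower. Between the doses 1484 were called, 213 higher and 1271 lower with 100 nM. In these calls no library values overlapped between groups, which follows largely from their selection (chance gives 33.3% for unselected transcripts, 2 against 2 libraries). All 3 counts varied widely with the method. The fit of only the 2 groups compared gave 5933 for 10 nM, 1382 for 100 nM and 0 between the doses, the DESeq2 Wald test 10121, 22600 and 10857, and median-of-ratios size factors 703 for 10 nM. The split at 10 nM varied too. With TMM factors 61.6% of the calls were higher, against 51.4% without a filter and 38% in the fit of only the 2 groups. Median-of-ratios factors gave 39.3%, so scaling was not the only choice that mattered. They moved the median log2 fold change of all transcripts from 0.105 to -0.041. For 100 nM that median moved from -0.022 to -0.151, between the doses it was -0.142, and fold changes at 20 h are best read relative to these medians. Removing length trends raised the share of higher calls between the doses from 14.4% to 27.6%. For 100 nM against DMSO it raised that share from 38.6% to 48.2% (4418 higher, 4748 lower). The median of all transcripts for 100 nM was then 0.14, so the excess of lower calls there depended on the length trend. With 2 libraries per group, leaving out 1 library leaves no test.

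Calls at the lower dose were set against the higher dose. Of the 190 transcripts called with 10 nM, 96.3% had the same sign with 100 nM, and 126 had a larger change there. The median absolute log2 fold change of the 190 was 2.33 with 10 nM and 3.12 with 100 nM. Called in both contrasts were 107 higher and 72 lower transcripts, and 6 had opposite directions. Both contrasts share the DMSO libraries, which alone links them. In 10 simulations that kept the 10 nM means and left 100 nM unchanged, 60.5% to 63.2% of 1501 to 1873 calls with 10 nM shared their sign. The simulated sets were far larger than the observed 190, so this range is no exact chance level for the 96.3%. At most 0 were called in both in these simulations, which an unchanged dose gives by construction. It sets no chance level for the observed overlap of 179. The correlation across all transcripts was 0.62, against 0.50 to 0.52 with both doses unchanged. The 1271 transcripts lower with 100 nM than with 10 nM had median log2 fold changes against DMSO of -0.40 with 10 nM and -3.21 with 100 nM. Of the 1271, 426 were above DMSO with 10 nM and 1260 were below it with 100 nM. These values include the 100 nM library with 78999 transcripts detected.

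The 4 h and 20 h experiments share no library, so their calls for 10 nM TCIP1 were compared without that limit. Of 62730 transcripts tested in both, 58 were called in both in the same direction, 34 higher and 24 lower, against 3.52 expected from independent calls, and 0 were called in opposite directions. The correlation of log2 fold changes across these transcripts, which are not independent replicates, was 0.22 (Pearson) and 0.34 (Spearman). With median-of-ratios size factors 189 were shared, against 13.8 expected. The DESeq2 Wald test gave 1821 against 362 expected, and there 135 went in opposite directions. With the replicate number as a block, 10 nM at 20 h had 0 calls, so that setting leaves no transcript to share.

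In the mouse libraries, the tissue titles of both arms were compared before any treatment contrast. Within a group, Spearman correlations across transcripts were 0.808 to 0.897. Between arms, libraries carrying the same title correlated at a median of 0.508 for spleen, 0.563 for liver and 0.617 for lung. TCIP1 spleen correlated at 0.831 with vehicle lung, TCIP1 liver at 0.819 with vehicle spleen, and TCIP1 lung at 0.872 with vehicle liver. Of the 9 vehicle libraries, 0 had their best match in TCIP1 libraries of their own title. A contrast within a title would therefore compare tissues, and none was fitted.

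**Figure D4:**
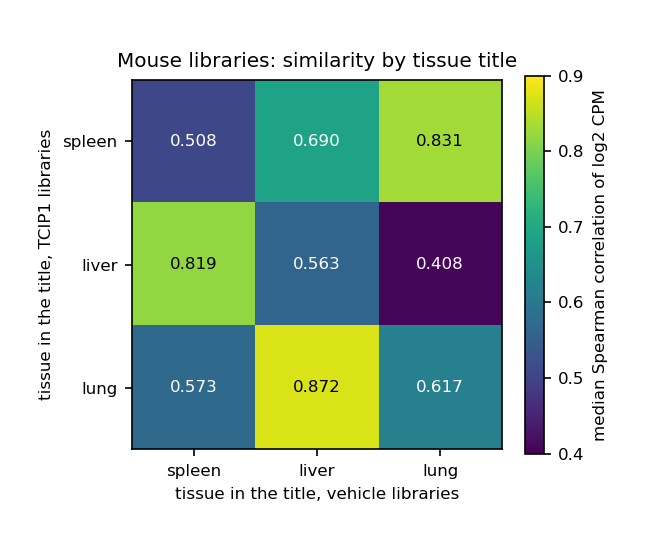
Median Spearman correlation of log2 CPM across transcripts between mouse TCIP1 libraries (vertical axis, by tissue title) and vehicle libraries (horizontal axis, by tissue title), 9 pairs of libraries per cell. The highest values, 0.831, 0.819 and 0.872, lie off the diagonal.

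Averaged over the 3 titles, TCIP1 and vehicle mice differed in 17 of 57461 transcripts by limma, 17 higher and 0 lower with TCIP1, with log2 fold changes from 1.07 to 3.99 and a median of 2.38. An unadjusted p under 0.05 was reached by 5139 transcripts (8.9%). Values of both arms did not overlap for the 17, which follows largely from their selection (chance gives 10% for unselected transcripts). With median-of-ratios size factors 81 were called, of which 87.7% were higher, and the median log2 fold change of all transcripts moved from -0.042 to -0.114. Single mice decided the count: it was 1 without vehicle mouse 3, 2 without vehicle mouse 2, 11 without vehicle mouse 1, 5 without TCIP1 mouse 1, 3 without TCIP1 mouse 2 and 28 without TCIP1 mouse 3. An edgeR test on counts summed per mouse called 13, of which 3 were among the 17.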

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

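Of the tests in this part, those on time in culture and those on a single 100 nM library were chosen only after the result was seen. The tests on depth and other splits were written before it was seen. The length-trend offsets were added after the data were seen, so the length tests were not fixed in advance.

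The effect of TCIP1 differed between time points: a test of 4 h against 1 h called 1495 transcripts, 439 higher and 1056 lower at 4 h. DMSO was measured at 4 h only, so time in culture was weighed through the analogues. Beyond the mean change of Neg1 and Neg2 from 1 h to 4 h, 156 transcripts changed with TCIP1, which argues against time in culture for these. For the other 1342 transcripts, the analogues moved by a median of 0.09 log2 in the direction of TCIP1, against 0.80 with TCIP1. The median was 0.05 for Neg1 and 0.14 for Neg2. Time in culture therefore accounts for a small part of their change at most. These transcripts were chosen by their TCIP1 change, which enlarges the TCIP1 median. Of all 1495, 60.5% changed the same way with Neg1 and 79.7% with Neg2, and no chance level was drawn for these shares. With each library's trend on transcript length removed there were 1608 calls, and with the 24 libraries thinned to one depth 1444, so neither length nor depth accounts for the difference. The real split was the only 1 of the 10 splits of these 6 libraries to give as many calls, the smallest share that 10 splits allow, and chance cannot be told apart from treatment by that test alone. What stays open is a response to TCIP1 that builds up over 4 h, and a difference between preparation batches, which the labels do not give.

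At 20 h the effect of TCIP1 differed between doses: a test of 100 nM against 10 nM called 1484 transcripts, 213 higher and 1271 lower at 100 nM. One of the 100 nM libraries had few low-count transcripts, so the replicate numbers were used apart, each choosing the 500 largest changes that the other then measured. Of the largest falls in replicate 1, 78.6% also fell in replicate 2, where 52.7% of all transcripts did, and in the reverse direction 69.2% against 59.8%, which argues against that library as the whole cause of the lower transcripts. Of the largest rises in replicate 1, 48.0% also rose in replicate 2, against 46.9% of all transcripts, and in the reverse direction 51.8% against 39.7%, so only 1 of these 2 directions shows a margin. For the higher transcripts, an effect of dose and an effect of one 100 nM library cannot be told apart. Removing length trends gave 1738 calls, and thinning the 6 libraries to one depth gave 1484, of which 1405 were the same transcripts, so neither accounts for the difference. The call itself depends on the fit, since a fit of only the 2 groups compared gave 0 calls between the doses. The replicate number as a block also gave 0. A stronger response at the higher dose stays open for the lower transcripts. Of these 1271, 426 were above DMSO with 10 nM and 1260 below it with 100 nM, so not all had the same direction at both doses. The size of such a response is uncertain because 1 of 2 libraries had few low-count transcripts.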

How the results depend on the processing

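All choices in this part were made before the data were examined, except the length-trend offsets, which were added after seeing the data. A count is said to move when it changes by more than 1.5 times. Time points are in the order 1, 2 and 4 h. Unless the alternative itself shows it, the cause of a change was not tested.

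Counts scaled from TPM and length moved 1 of 19 results, TCIP1 against Neg1 at 1 h, from 18 to 29. Length-trend offsets moved 2 of 19: the same contrast to 37 and 10 nM at 20 h from 190 to 511. Median-of-ratios size factors moved 3 of 24: 10 nM at 20 h to 703, the transcripts shared by 4 h and 20 h from 58 to 189, and the mouse average from 17 to 81. A prior count of 0.5 (20 calls) and an edgeR test on summed counts (13 calls) left the mouse count within the limit.

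Without a filter 20 of 24 moved: TCIP1 against DMSO from 26, 377 and 2608 to 49, 246 and 1563, Neg1 from 0, 1 and 0 to 38, 13 and 25, and Neg2 from 0 to 7, 7 and 7. TCIP1 against Neg1 became 75 at 1 h and 1484 at 4 h (2451 before), against Neg2 42 and 881 (11 and 1460 before), and 4 h against 1 h 908 (1495 before). At 20 h 10 nM gave 1435 and 100 nM against 10 nM 2649 (1484 before). Specific transcripts became 22 at 1 h and 569 at 4 h (4 and 1032 before), shared ones 295, and the mouse average 36.

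The DESeq2 Wald test moved all 23: TCIP1 354, 1608 and 5212; Neg1 385, 92 and 114; Neg2 114, 77 and 148. TCIP1 gave 726, 1437 and 5197 against Neg1, 247, 828 and 3656 against Neg2, and 3458 for 4 h against 1 h. At 20 h it gave 10121, 22600 and 10857 for 10 nM, 100 nM and 100 nM against 10 nM. Specific transcripts became 81, 436 and 2263, and shared ones 1821. The near absence of calls for the analogues therefore depends on the test, the filter and the model.

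Fits of only the 2 groups compared, which have fewer libraries to estimate the spread, moved 14 of 19. TCIP1 against DMSO gave 0, 4 and 161, Neg1 at 2 h 0, all 6 contrasts of TCIP1 with an analogue 0, and 4 h against 1 h 0. At 20 h they gave 5933 for 10 nM, 1382 for 100 nM and 0 between doses. The 15 contrasts without calls had 1809 to 10823 transcripts at an unadjusted p under 0.05.

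Replicate numbers were not taken to pair the samples, since not every correlation of same-numbered deviations exceeded 0.1. These were 0.01 to 0.26 among the groups of 3, all positive, against -0.24 to 0.02 for other numbers. From replicate 1 to 2 to 3, the first principal component rose and the second fell in all 4 of these groups. This points to a part shared by replicate number there, which the main fit does not model. At 20 h the correlations of same-numbered deviations were -0.10 to 0.02. With the replicate number as a block, TCIP1 against DMSO gave 69, 859 and 4047, Neg1 926, 115 and 165, and Neg2 63, 0 and 5. TCIP1 against Neg1 gave 683, 818 and 5044, against Neg2 33, 225 and 3038, and 4 h against 1 h 2590. At 20 h the block gave 0, 1993 and 0 for 10 nM, 100 nM and 100 nM against 10 nM. Specific transcripts were 24, 174 and 1854, and the mouse average 8. The 3 contrasts at 0 had 4311 to 10482 transcripts at an unadjusted p under 0.05.

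Fits that each left out 1 library gave, for TCIP1 against DMSO, 9 to 20, 168 to 236 and 1694 to 2213 calls; for Neg1 3 to 22, 1 to 2 and 0 to 3; for Neg2 0 to 2 at each time. They gave 11 to 15, 143 to 166 and 1766 to 2845 for TCIP1 against Neg1, 0 to 6, 52 to 58 and 1034 to 1491 against Neg2, and 851 to 1512 for 4 h against 1 h. Specific transcripts ranged over 0 to 5, 44 to 78 and 796 to 1101, and the mouse average over 1 to 28. Where a group was left with 1 library, no call was made, and 99.9% to 100% of the calls kept their direction, although the library left in had helped to choose them. The 20 h contrasts therefore have no such test.

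The log2 fold changes of the 4 named transcripts kept their direction under all 13 settings each. The 2 that rose ranged from 4.39 to 6.27 and from 4.26 to 5.21. The 2 that fell were at 0 counts with TCIP1, so their fitted sizes are set by how a fit treats zeros and are not given. One was weaker, ENST00000511482.1 in the fit of only the 2 groups (4.94, edgeR adjusted p 0.0814). The planned gene lists and the mouse tissue contrasts, with their alternatives, were not run because identifiers did not match.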

Other observations

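Of the tests in this part, the selection test for Neg2, the length-bias test for Neg1, the test of treatment as the cause of the low-complexity library and both tests on mouse titles were chosen only after the result was seen.

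Other splits of the 6 libraries into 3 and 3 gave fewer calls than the real split of TCIP1 against DMSO at 1, 2 and 4 h: the real one was the only 1 of the 10 splits to reach its count each time. The same held for the mouse average, again 1 of the 10 splits. This is the smallest share that 10 splits allow, so chance and treatment cannot be told apart by it alone.

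For an effect as large as that of TCIP1 at 4 h, 2 libraries per group in place of 3 do not explain the few calls for Neg1 and Neg2: with any 2 of its 3 libraries TCIP1 still had at least 2042 calls. Smaller effects lose more, since leaving out 1 TCIP1 library cut the calls from 26 to as few as 12 at 1 h and from 377 to as few as 170 at 2 h.

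The Neg2 libraries lay slightly along the TCIP1 4 h response, and a hypothesis was that Neg2 keeps a weak part of the effect. Scores of the 6 Neg2 libraries exceeded those of Neg1 by 0.12 log2 over the higher calls (exact permutation p = 0.00926 within time points, the smallest value possible), and by 0.106 with length trends removed. Over the lower calls the exact permutation p was 0.176, and with length trends removed 0.0463 (difference -0.059). Of transcripts chosen as higher in TCIP1 than in Neg1 at 4 h, 64.5% were positive in Neg2 against DMSO, where 1000 random lists gave 53.3% to 62.4%, so selection on shared DMSO libraries is not the whole cause. The margin is small, and at 1 and 2 h the shares were 43.4% and 53.5%. Of those chosen as lower, 47.4% were negative in Neg2 at 4 h, 52.1% at 2 h and 26.3% at 1 h, and no random lists were drawn for these. Over all 69993 transcripts Neg2 at 1, 2 and 4 h correlated with TCIP1 at 4 h at 0.35, 0.40 and 0.38. These values lie below the simulated 0.42 to 0.44. The correlation between TCIP1 at 1 and 4 h, 0.47, also lies below its simulated 0.49 to 0.51, so this comparison cannot decide on a lean. Of the 1495 transcripts called between TCIP1 at 1 and 4 h, 79.7% changed the same way with Neg2 and 60.5% with Neg1. These contrasts share no library, and no chance level was drawn for the shares. Over the 26 transcripts called at 1 h, the 6 Neg2 libraries moved by 4.5% to 16.2% of the TCIP1 response and the Neg1 libraries by -7.4% to 5.2%. Carry-over of RNA from TCIP1 samples would raise the transcripts with the largest response most, by an expected median of 0.60, and they moved by 0.26. These values do not settle a weak activity of Neg2, which stays a hypothesis, and a preparation difference between Neg1 and Neg2 was not tested, because the labels give no batches.

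Neg1 at 1 h replicate 1 carries a treatment field that names TCIP1. Over the 26 transcripts called at 1 h it moved by 5.2% of the mean TCIP1 response, against 86.5% to 114.1% in the TCIP1 libraries, which argues against RNA of TCIP1-treated cells in it.

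Log2 fold changes of Neg1 against DMSO fell with transcript length, with Spearman correlations of -0.37, -0.28 and -0.27 at 1, 2 and 4 h over 27830 transcripts. Between libraries of one group the largest absolute value was 0.26. An effect of Neg1 and a length bias between libraries cannot be told apart. Replicate 3 had the lowest share of counts on long transcripts in all 4 groups with 3 replicates, and the Neg1 and Neg2 groups have no replicate 3.

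The 100 nM library replicate 1 at 20 h had 78999 transcripts detected. Thinned to one depth it had 78977, so depth is not the cause, and 108467 in the other 100 nM library argue against treatment. Its number of transcripts at a count of 1 was 0.29 times that at 2, against 1.13 to 1.40 in the other 5 libraries, which is what few distinct molecules that were then amplified would give. No other biological explanation was tested.

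Of the 9 mouse vehicle libraries, 0 matched TCIP1 libraries of their own tissue title best, and every vehicle title had 1 partner among the other TCIP1 titles, as exchanged titles in one arm would give. The tissue letters in the names of the deposited tables, read as abbreviations of spleen, liver and lung, gave the tissue of the best match for 9 of the 9 vehicle libraries, and they gave the tissue of the title for 9 of the 9 TCIP1 libraries. This points to the titles of the vehicle arm, although the correlations alone fit an exchange in either arm, and no library was moved. No biological explanation was tested.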
